A study of Mus musculus with 66 samples.

How the data were processed

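RNA sequencing was deposited for 66 libraries of mouse CD8+ T cells in a design of 2 genotypes (wild type and DiSBey) by 2 stimulations (acute and chronic), with day 2 inputs. Per the labels' protocols, naive CD8+ T cells from spleen were activated with anti-CD3 and anti-CD28 beads for 2 days in interleukin-2. They were then held on plates with 5 µg/ml anti-CD3 (chronic) or without it (acute) until day 18. DiSBey cells carry the Sleeping Beauty mutagenesis system with an mKate2 reporter, per the labels. Batches 1 and 2 used a DNBSEQ strand-specific kit and a transposon array launched from chromosome 1, and batch 3 an Illumina stranded poly(A) kit and an array launched from chromosome 4, per the labels. All 66 libraries and both deposited tables were used, with 0 columns left unmapped, and groups were taken from the labels and column names.

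The first table holds counts per gene for 56978 genes, which the authors deposited without normalization. Reads were handled with Trimmomatic, HISAT2 and Subread on GRCm39, per the submitters' processing notes, where versions, annotation release and strand setting are not given in the sources used here. The reference annotation held here is of another assembly and was not used for coordinates. The second deposited table holds counts of supporting reads for each junction between the transposon and the genome, per the file headers. The caller and its settings are not given in the sources used here. Its smallest listed value is 2, its largest 307, and 84 values lie at 300 or more, so large values appear limited. Of its 2870 listings, 68 repeat a breakpoint and 97 lie within the transposon, and these were left out. Columns with 0 throughout (8 libraries, all 7 WT libraries of batch 1 and DiSBey acute replicate 3 of batch 1) were treated as having no record. Missing values were read as 0.

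Library sums ran from 25797124 to 41229222 counts, with 38571734 to 41199225 in batch 1 (13 libraries), 36262756 to 41229222 in batch 2 (35) and 25797124 to 36892432 in batch 3 (18). Planted 2-fold changes, tested on simulated data made from these libraries, were recovered in 94 to 100% of cases for chronic against acute and for DiSBey against WT in chronic cells (days 14 and 18) and inputs, and in 90 to 96% for the interaction, with 0 in the wrong direction.

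Gene counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr by group, quasi-likelihood F test, two-sided) and adjusted with Benjamini-Hochberg. A gene was called at an adjusted p below 0.05. Each batch had 1 fit with a mean per group. The day 2 inputs had a fit of 6 libraries with batch as a block, and the batch 3 minus batch 1 difference a joint fit of the day 18 libraries. Comparisons were chronic minus acute (mean of the genotypes), DiSBey minus WT within each stimulation, their interaction, day 14 minus day 6, day 6 minus input, and the inputs. Standard errors are those of the edgeR fit. Values in CPM use TMM library sizes. A gene with 0 counts in a group was given a bound against a floor of 3 counts, and one with 1 to 3 counts a ratio with a counting interval. Comparisons, tests, lists and main alternatives were set before the data were examined.

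Gene lists were 17 pathway lists and 11 marker lists. The pathway lists were inhibitory receptors and exhaustion regulators; naive, memory and stem-like genes; cytotoxic granule genes; cytokines and chemokines; effector transcription factors and differentiation; NK-cell-associated receptors; T cell receptor signal response; IL-2 and STAT5 response; G2/M and mitosis; DNA replication; glycolysis; nuclear-encoded oxidative phosphorylation; cholesterol synthesis and uptake; interferon response; p53 targets; amino acid and unfolded protein stress response; and homing and residency. They were tested with camera in limma 3.58.1 (preset correlation of 0.01), adjusted over the 17 lists of a comparison. The marker lists were CD8 T cell identity, CD4 T cells, gamma-delta T cells, B cells, myeloid cells, dendritic cells, erythroid cells, NK cells and innate lymphoid cells, stroma and endothelium, platelets and mast cells, and sex-linked genes, given as CPM only.

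Genes were named by a rule set beforehand. A set of 12 T cell genes is always named (Bach2, Tcf7, Tox, Pdcd1, Havcr2, Lag3, Gzmb, Ifng, Tnf, Il2, Mki67 and Cd8a), with the largest called rises and falls of each list. Each comparison adds its largest rises and falls above a CPM limit. For chronic against acute these had to be called in both day 18 experiments with the same sign in each genotype, and were ordered by the smaller of the 2 values. Predicted genes, pseudogenes and receptor segments were skipped. Some genes that the rule would name are not reported here.

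Fusion reads were summed per library, divided by gene counts (CPM) and compared by exact two-sided permutation of libraries, adjusted over 13 tests. Features (genes or intervals between genes) were tested between chronic and acute DiSBey libraries of day 18 with edgeR's quasi-likelihood test, with the library sizes of the gene table.

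Replicate numbers were checked for pairing by correlating deviations from group means over the 5000 genes of highest mean. The rule (at least 3 pairs, each above 0.1) was met for acute libraries of the genotypes at day 18 of batch 1 (0.146, 0.284 and 0.101), from the data alone. Alternatives were RLE normalization, no filter, DESeq2 1.42.0, a replicate block, each genotype alone, no batch block for the inputs, an estimated camera correlation, other fusion filters, and each library left out in turn. Figures were drawn with matplotlib 3.10.9.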

Results

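Mouse CD8+ T cells were activated for 2 days and then cultured on plates with anti-CD3 (chronic stimulation) or without it (acute stimulation). Wild-type (WT) cells were compared with DiSBey cells, in which the Sleeping Beauty transposon was mobilised. The 66 RNA libraries fall into 26 groups from 3 batches: day 18 in batches 1 and 3, and days 6, 10 and 14 in batch 2, each batch with 1 day 2 input library per genotype. Groups held 3 WT chronic, 3 WT acute, 3 DiSBey acute and 2 DiSBey chronic libraries in batches 1 and 2, and 4 libraries each in batch 3. The labels call the libraries of a group biological replicates, and whether they come from different animals is not given in the sources used here. Each genotype has 1 input library in each batch, so they were treated as parallel cultures of 1 cell pool, and the p-values measure the spread between these cultures. Gene values are log2 fold changes ± standard errors from edgeR's quasi-likelihood test (two-sided, Benjamini-Hochberg), with n as the group sizes above.

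The cultures expressed CD8 T cell genes throughout. Group means of the co-receptor gene Cd8a ran from 384 to 907 CPM (gene counts scaled to library size), of Cd3e from 153 to 360 and of the Src-family kinase gene Lck from 166 to 796. All 10 genes of the CD8 T cell identity list reached 10 CPM in some group, against 3 of 5 in the CD4 T cell list, where Cd4 reached 13.7 and Foxp3 6.84. Of the gamma-delta T cell list 3 of 5 genes stayed under 1 CPM in every group, with Trdc at 1.03 to 6.15. Of the B cell list 6 of 10 stayed under 1, while the immunoglobulin gene Ighm reached 377 in the batch 1 WT input and 261 in batch 3. In the NK and innate lymphoid list 5 of 8 genes reached 10 CPM, where Ncr1 stayed at or below 1.82 and the T-box gene Eomes ranged from 28.7 to 375. Among dendritic genes the class II gene H2-Ab1 ranged from 23.5 to 109 and Clec9a stayed at or below 0.24. The stroma and endothelium list held 1 gene of 9 above 10, the adhesion gene Pecam1 (20.4 to 428). In the platelet and mast cell list the receptor gene Kit reached 270 in DiSBey acute cells of batch 1 day 18, with Cpa3 at up to 22.3.

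Batch 3 differed from the other batches in myeloid, erythroid and sex-linked genes. Of the myeloid list 7 of 14 genes reached 10 CPM in some group. The lysozyme gene Lyz2 had group means of 117 to 170 CPM in batch 3, against 0.514 to 5.82 in batch 1 and 0 to 13.1 in batch 2. The macrophage gene Mpeg1 stood at 28.1 to 38.8 in batch 3, at up to 1.75 in batch 1 and at up to 3.06 in batch 2, and the growth factor receptor gene Csf1r at 8.46 to 10.6 in batch 3. In the erythroid list the haemoglobin gene Hba-a1 was at 2.93 to 6.05 in batch 3 and at or below 0.267 elsewhere. Xist, transcribed from the inactive X chromosome, was at 336 to 834 in batch 1, 431 to 1110 in batch 2 and 2.88 to 4.36 in batch 3. The Y-linked gene Ddx3y was present in all batches, at 11.2 to 30.9, 18.8 to 49.5 and 61.4 to 113. Libraries had 20723 to 24696 genes detected. Mitochondrial counts made up 1.43 to 1.58% in chronic and 0.897 to 0.99% in acute libraries of batch 1 at day 18, and 1.57 to 2.03% and 1.1 to 1.38% in batch 3.

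Chronic stimulation raised Pdcd1 and several NK-type receptor genes and lowered Bach2 at day 18 in both experiments. The inhibitory receptor gene Pdcd1 (PD-1, ENSMUSG00000026285) rose by 6.76 ± 0.081 in batch 1 (adjusted p = 7.37e-18) and by 4.91 ± 0.090 in batch 3 (adjusted p = 2.9e-23). The lectin-like NK receptor genes Klre1 (6.71 ± 0.21 and 6.15 ± 0.16), Klra5 (6.66 ± 0.066 and 5.99 ± 0.083) and Klrc1 (5.68 ± 0.059 and 5.60 ± 0.12) rose alongside. Bach2 (ENSMUSG00000040270), a repressor that restrains effector differentiation, fell: -2.15 ± 0.057 in batch 1 (adjusted p = 1.65e-14) and -0.87 ± 0.071 in batch 3 (adjusted p = 9.28e-11). These are means over 5 chronic and 6 acute libraries in batch 1 and 8 of each in batch 3. In WT cells alone Bach2 changed by -3.78 in batch 1 and -1.70 in batch 3, and in DiSBey cells alone by -0.51 in batch 1, with no call in batch 3 (-0.04, adjusted p = 0.74).

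At day 18, 6738 genes were higher and 6821 lower under chronic stimulation of 17376 tested in batch 1, and 5985 and 6065 of 20463 in batch 3. Genes were ordered by the smaller of the 2 batch values, among those called in both batches with the same sign in each genotype and at 10 CPM or more in a group of each batch. The p53 family gene Trp73 (10.12 ± 0.15 and 6.83 ± 0.18) and the splicing regulator gene Srrm3 (8.51 ± 0.20 and 5.67 ± 0.21) rose most with the NK receptor genes. Klri2 rose by 7.01 ± 0.29 in batch 3. In batch 1 it had 12430 counts against 2, a ratio of 6710 with a counting interval of 1860 to 55400, which covers counting error only. The largest falls were in the potassium channel subunit gene Kcnmb4 (-5.43 ± 0.12 and -3.97 ± 0.13), the activin receptor gene Acvr2a (-6.09 ± 0.080 and -3.75 ± 0.072) and the glutaminyl cyclase gene Qpct (-4.53 ± 0.095 and -3.55 ± 0.12). They also included the interferon-inducible gene Ifi208 (-4.88 ± 0.14 and -3.44 ± 0.14), the lipoprotein receptor gene Vldlr (-7.31 ± 0.093 and -3.26 ± 0.12) and the transcription factor gene Maf (-3.06 ± 0.086 and -3.17 ± 0.13). The proliferation marker gene Mki67 rose (1.13 ± 0.041 and 1.22 ± 0.11), as did the inhibitory receptor gene Lag3 (1.48 ± 0.041 and 1.59 ± 0.060), the cytokine gene Tnf (0.51 ± 0.078 and 0.59 ± 0.11) and Cd8a (0.66 ± 0.035 and 0.25 ± 0.035).

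Several T cell genes separated the experiments. The interferon-gamma gene Ifng rose in batch 1 (3.50 ± 0.087) and fell in batch 3 (-0.42 ± 0.068). The stem-like T cell factor gene Tcf7 fell in batch 1 (-2.49 ± 0.35) and had no call in batch 3 at 0.01 ± 0.15 (adjusted p = 0.942), where it fell in WT cells alone (-0.75) and rose in DiSBey cells alone (0.78). The exhaustion regulator gene Tox fell in batch 3 (-1.97 ± 0.55, but -1.17 with adjusted p = 0.152 in WT cells alone) and stood at -0.72 ± 0.35 (adjusted p = 0.152) in batch 1, where it fell in WT cells alone (-1.64) and stood at 0.19 (adjusted p = 0.835) in DiSBey cells alone. Havcr2 (TIM-3, ENSMUSG00000020399) fell in batch 1 (-0.47 ± 0.030) and stood at -0.02 ± 0.037 (adjusted p = 0.656) in batch 3, where it rose in WT cells alone (0.22) and fell in DiSBey cells alone (-0.26), while the granzyme gene Gzmb stood at -0.03 ± 0.037 (adjusted p = 0.52) in batch 1 (-0.16 and called in DiSBey cells alone) and fell in batch 3 (-0.34 ± 0.034). The interleukin-2 gene Il2 was too low to test, at or below 0.102 CPM in every group mean. Over 16703 genes tested in both batches the 2 sets of chronic effects had a Pearson correlation of 0.716, across genes that are not independent of one another. Of 9407 genes called in both, 8450 (89.8%) had the same sign.

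Cell cycle, replication, respiration and NK receptor lists rose under chronic stimulation in both batches with the preset correlation, with batch 1 given first throughout. DNA replication had 24 higher, 0 lower and 0 neither of 24 (median 1.56, camera adjusted p = 1.13e-13, adjusted p = 0.044 with an estimated correlation). Batch 3 had 23 higher, 0 lower and 1 neither of 24 (median 0.94, camera adjusted p = 8.22e-10, adjusted p = 0.284 with an estimated correlation). Ung 2.21 ± 0.042 and Cdc6 1.98 ± 0.039 changed in batch 1 and Cdc45 1.42 ± 0.12 and Uhrf1 1.33 ± 0.091 in batch 3. G2/M and mitosis had 23 higher, 0 lower and 1 neither of 24 (median 1.12, camera adjusted p = 2.41e-10, adjusted p = 0.129 with an estimated correlation). Batch 3 had 24 higher, 0 lower and 0 neither of 24 (median 1.23, camera adjusted p = 1.29e-16, adjusted p = 0.157 with an estimated correlation). Ccnb1 1.55 ± 0.032 and Plk1 1.43 ± 0.035 changed in batch 1 and Ttk 1.69 ± 0.11 and Plk1 1.54 ± 0.098 in batch 3. Nuclear-encoded oxidative phosphorylation had 25 higher, 0 lower and 5 neither of 30 (median 0.36, camera adjusted p = 1.3e-05, adjusted p = 0.652 with an estimated correlation). Batch 3 had 29 higher, 0 lower and 1 neither of 30 (median 0.32, camera adjusted p = 2.96e-08, adjusted p = 0.143 with an estimated correlation). Ndufa4 1.89 ± 0.060 and Sdhb 1.05 ± 0.035 changed in batch 1 and Ndufa4 0.71 ± 0.058 and Sdhb 0.71 ± 0.030 in batch 3. NK-cell-associated receptors had 11 higher, 4 lower and 1 neither of 16 (median 4.54, camera adjusted p = 0.011, adjusted p = 0.501 with an estimated correlation). Batch 3 had 18 higher, 0 lower and 0 neither of 18 (median 4.37, camera adjusted p = 1.41e-34, adjusted p = 1.82e-06 with an estimated correlation). Klrk1 7.17 ± 0.076, Klre1 6.71 ± 0.21, Klrb1c -1.26 ± 0.11 and Fcgr3 -1.21 ± 0.13 changed in batch 1 and Klra3 6.81 ± 0.65 and Klre1 6.15 ± 0.16 in batch 3. Counts adjusted over the list alone equalled those over all genes for every list here except where given.

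Cytokine, effector and inhibitory receptor genes rose as lists in 1 or both batches with the preset correlation. Cytokines and chemokines had 17 higher, 2 lower and 1 neither of 20 (median 3.50, camera adjusted p = 9.56e-05, adjusted p = 0.38 with an estimated correlation). Batch 3 had 10 higher, 5 lower and 4 neither of 19 (median 0.62, camera adjusted p = 6.92e-05, adjusted p = 0.0612 with an estimated correlation). Ccl9 10.70 ± 0.26 and Tnfsf11 -1.65 ± 0.055 changed in batch 1 and Ccl9 4.89 ± 0.18 and Tnfsf8 -3.22 ± 0.15 in batch 3. Effector transcription factors and differentiation had 9 higher, 5 lower and 0 neither of 14 (median 0.47, camera adjusted p = 0.261). Batch 3 had 11 higher, 2 lower and 1 neither of 14 (median 0.32, camera adjusted p = 4.11e-08, adjusted p = 0.000483 with an estimated correlation). Tbx21 5.18 ± 0.085, Zeb2 4.43 ± 0.093, Cx3cr1 -4.44 ± 0.23 and Rora -1.07 ± 0.16 changed in batch 1 and Tbx21 3.10 ± 0.072 and Rora -1.20 ± 0.14 in batch 3. Inhibitory receptors and exhaustion regulators had 9 higher, 7 lower and 3 neither of 19 (median 0.25, camera adjusted p = 0.559). Batch 3 had 10 higher, 5 lower and 4 neither of 19 (median 0.24, camera adjusted p = 1.02e-07, adjusted p = 0.0633 with an estimated correlation). Cd200 9.04 ± 0.15 and Maf -3.06 ± 0.086 changed in batch 1 and Pdcd1 4.91 ± 0.090 and Maf -3.17 ± 0.13 in batch 3. IL-2 and STAT5 response had 11 higher, 3 lower and 3 neither of 17 (median 0.33, camera adjusted p = 0.0395, adjusted p = 0.693 with an estimated correlation). Batch 3 had 6 higher, 8 lower and 3 neither of 17 (median -0.052, mean 0.0821 with camera downward, camera adjusted p = 0.694). Il18r1 3.82 ± 0.079 and Bcl2 -1.19 ± 0.066 changed in batch 1 and Il18r1 2.06 ± 0.12 and Cish -0.96 ± 0.044 in batch 3.

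Glycolysis, cholesterol and interferon lists each fell in 1 of the batches by camera. Glycolysis had 3 higher, 17 lower and 0 neither of 20 (median -0.56, camera adjusted p = 0.000175, adjusted p = 0.652 with an estimated correlation). Batch 3 had 4 higher, 10 lower and 6 neither of 20 (median -0.15, camera adjusted p = 0.568). Slc16a1 0.92 ± 0.037 and Egln3 -3.71 ± 0.080 changed in batch 1 and Hk2 0.89 ± 0.035 and Egln3 -0.65 ± 0.12 in batch 3. Cholesterol synthesis and uptake had 3 higher, 14 lower and 4 neither of 21 (median -0.25, camera adjusted p = 0.0229, adjusted p = 0.682 with an estimated correlation). Batch 3 had 9 higher, 7 lower and 5 neither of 21 (median -0.0111, camera adjusted p = 0.748). Fdps -1.11 ± 0.059 changed in batch 1. Interferon response had 6 higher, 16 lower and 6 neither of 28 (median -0.77, camera adjusted p = 0.113). Batch 3 had 2 higher, 17 lower and 9 neither of 28 (median -0.44, camera adjusted p = 0.00118, adjusted p = 0.408 with an estimated correlation). Ifit2 2.00 ± 0.15 and Rsad2 -3.42 ± 0.20 changed in batch 1 and Gbp3 0.31 ± 0.042 and Rtp4 -1.99 ± 0.21 in batch 3.

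The remaining 6 lists held rises and falls and had no camera call in either batch. Naive, memory and stem-like genes had 10 higher, 8 lower and 2 neither of 20 (median 0.12, camera adjusted p = 0.408). Batch 3 had 7 higher, 9 lower and 4 neither of 20 (median 0.0438, camera adjusted p = 0.345). S1pr1 9.06 ± 0.24 and Id3 -6.71 ± 0.14 changed in batch 1 and Il7r 5.21 ± 0.11 and Id3 -3.15 ± 0.12 in batch 3. Cytotoxic granule genes had 7 higher, 9 lower and 3 neither of 19 (median -0.0265, camera adjusted p = 0.554). Batch 3 had 8 higher, 7 lower and 4 neither of 19 (median 0.0357, camera adjusted p = 0.694). Tnfsf10 3.25 ± 0.061 and Gzmg -4.00 ± 0.094 changed in batch 1 and Tnfsf10 2.32 ± 0.084 and Gzmg -0.89 ± 0.056 in batch 3. T cell receptor signal response had 13 higher, 10 lower and 2 neither of 25 (13 and 11 adjusted over the list alone, median 0.45, camera adjusted p = 0.676). Batch 3 had 8 higher, 15 lower and 2 neither of 25 (median -0.23, camera adjusted p = 0.173). Tnfrsf4 4.63 ± 0.080 and Egr1 -2.47 ± 0.078 changed in batch 1 and Tnfrsf4 3.35 ± 0.10 and Egr3 -2.03 ± 0.18 in batch 3. Homing and residency had 8 higher, 7 lower and 3 neither of 18 (median 0.32, mean 0.0923 with camera downward, camera adjusted p = 0.793). Batch 3 had 7 higher, 8 lower and 2 neither of 17 (median -0.23, camera adjusted p = 0.709). Itga4 3.88 ± 0.096 and Itga1 -4.68 ± 0.083 changed in batch 1 and Itga4 2.31 ± 0.068 and Itga1 -1.98 ± 0.064 in batch 3. p53 targets had 13 higher, 7 lower and 1 neither of 21 (median 0.37, camera adjusted p = 0.168). Batch 3 had 7 higher, 8 lower and 6 neither of 21 (9 and 8 adjusted over the list alone, median 0.0308, mean -0.0654 with camera downward, camera adjusted p = 0.568). Eda2r 1.79 ± 0.20 and Perp -2.22 ± 0.078 changed in batch 1 and Gtse1 1.18 ± 0.073 and Trp53inp1 -1.51 ± 0.045 in batch 3. Amino acid and unfolded protein stress response had 9 higher, 12 lower and 2 neither of 23 (median -0.22, camera adjusted p = 0.296). Batch 3 had 8 higher, 14 lower and 1 neither of 23 (median -0.22, camera adjusted p = 0.123). Atf3 2.73 ± 0.080 and Trib3 -2.68 ± 0.049 changed in batch 1 and Ddit4 1.40 ± 0.047 and Trib3 -1.14 ± 0.062 in batch 3.

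**Figure D1:**
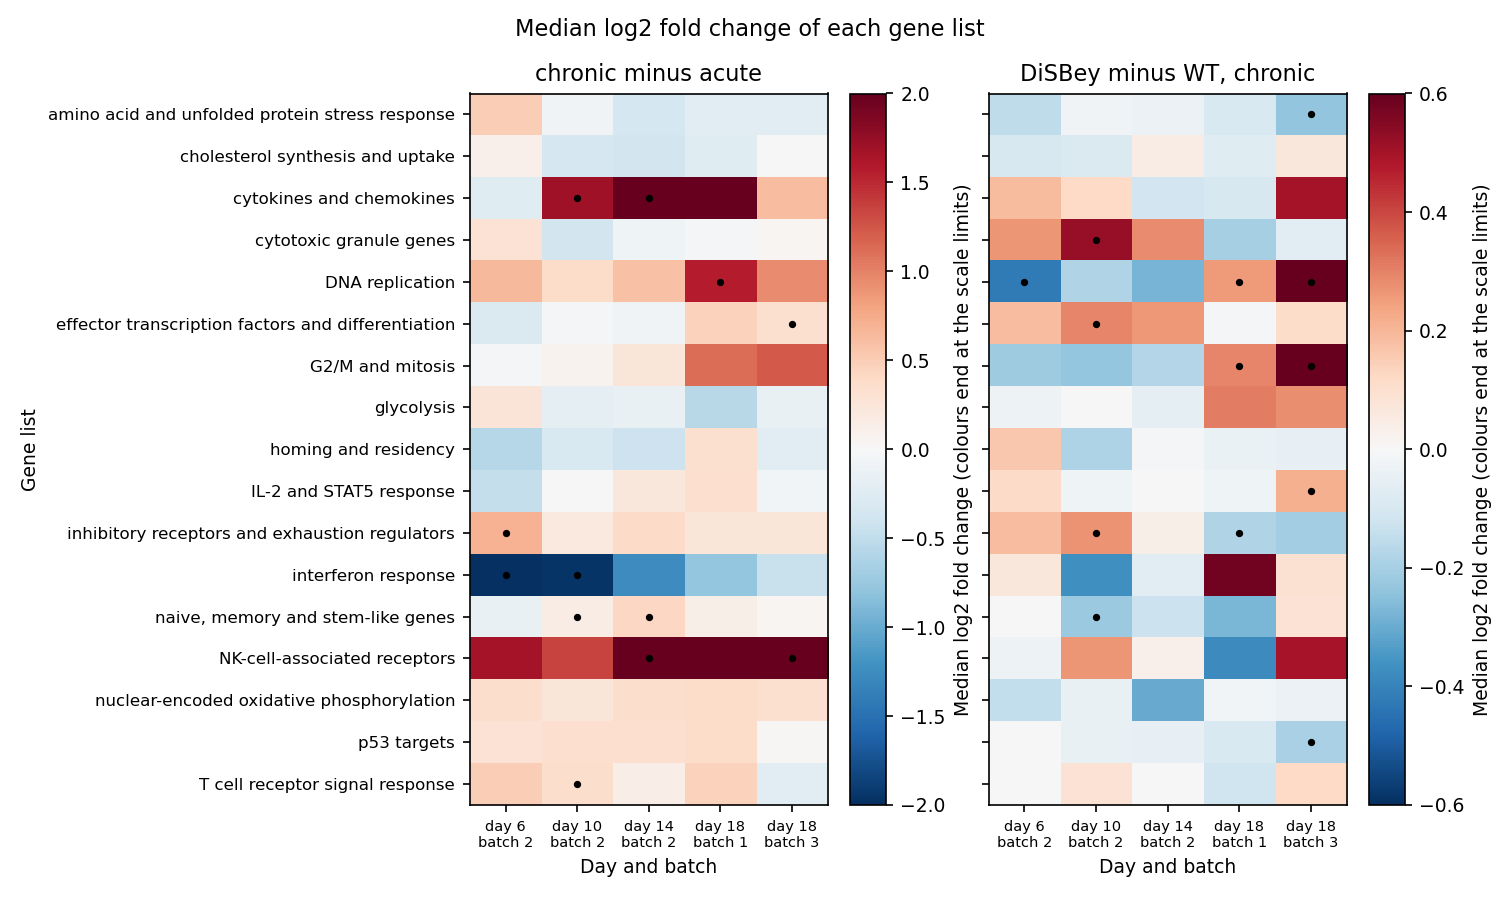
Median log2 fold changes of the 17 lists for chronic minus acute and for DiSBey minus WT in chronic cells, with dots for calls with an estimated correlation, for example 1.56 for DNA replication and 4.54 for NK-cell-associated receptors between chronic and acute cells at day 18 of batch 1.

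The chronic response was already broad on day 6 and the fall of Bach2 grew to day 14. Pdcd1 was higher in chronic than acute cells by 3.59 ± 0.067, 4.51 ± 0.064 and 5.02 ± 0.064 on days 6, 10 and 14 of batch 2 (5 chronic and 6 acute libraries per day). Bach2 changed by -0.89 ± 0.047, -2.83 ± 0.057 and -3.05 ± 0.054, and Tcf7 by -2.77 ± 0.079, -1.93 ± 0.24 and -2.46 ± 0.31. Ifng rose by 3.95 ± 0.044, 3.18 ± 0.041 and 4.32 ± 0.043, and Lag3 by 0.90 ± 0.036, 1.30 ± 0.038 and 1.74 ± 0.039. Havcr2 rose on days 6 (1.37 ± 0.027) and 10 (0.11 ± 0.025) and fell on day 14 (-0.38 ± 0.025). Tox changed by -3.27 ± 0.18, -3.87 ± 0.39 and -3.52 ± 0.64, and Gzmb rose by 1.05 ± 0.025, 0.15 ± 0.025 and 0.28 ± 0.025. On day 10 WT cells alone gave -0.05 for Gzmb (adjusted p = 0.16) and 0.0024 for Havcr2 (adjusted p = 0.958).

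Of the day 18 genes, Trp73 rose by 4.62 ± 0.15, 7.04 ± 0.12 and 7.92 ± 0.10 on those days, Klri2 by 3.95 ± 0.11, 6.70 ± 0.10 and 7.44 ± 0.096, Klre1 by 0.72 ± 0.14, 1.88 ± 0.16 and 3.59 ± 0.18, and Klrc1 by 3.35 ± 0.053, 2.96 ± 0.051 and 4.28 ± 0.057. Klra5 rose by 2.40 ± 0.10, 1.17 ± 0.066 and 4.10 ± 0.075. Srrm3 stood at 1.72 ± 0.82 (adjusted p = 0.0573) on day 6 and rose by 3.69 ± 0.47 on day 10 and was at least 224-fold higher on day 14 (620 counts against 0). The day 6 value of Srrm3 was called without DiSBey chronic replicate 2 (2.01), DiSBey acute replicate 2 (2.65), WT chronic replicate 1 (1.99) or WT acute replicate 1 (2.15). Kcnmb4 changed by -3.91 ± 0.13, -5.55 ± 0.13 and -5.65 ± 0.13, Acvr2a by -4.27 ± 0.064, -6.41 ± 0.068 and -6.58 ± 0.068, and Maf by -2.79 ± 0.079, -3.15 ± 0.070 and -3.04 ± 0.078. Qpct changed by -4.41 ± 0.15, -5.24 ± 0.13 and -4.38 ± 0.12, and Ifi208 by -5.68 ± 0.087, -6.05 ± 0.099 and -5.33 ± 0.11. Vldlr rose on day 6 (0.41 ± 0.054) before falling on days 10 (-0.96 ± 0.061) and 14 (-2.02 ± 0.060). In all, 6874 genes were higher and 6463 lower on day 6, 6567 and 6371 on day 10, and 6541 and 6695 on day 14, of 18539 tested.

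Interferon response genes were lower in chronic cells, most on day 6, and cytokine genes were higher on days 10 and 14. Interferon response had 1 higher, 27 lower and 0 neither of 28 (median -2.08, camera adjusted p = 4.51e-20, adjusted p = 0.00792 with an estimated correlation) on day 6. It had 2 higher, 25 lower and 1 neither of 28 (median -1.97, camera adjusted p = 2.09e-11, adjusted p = 0.0291 with an estimated correlation) on day 10. It had 4 higher, 22 lower and 2 neither of 28 (median -1.26, camera adjusted p = 0.00101, adjusted p = 0.214 with an estimated correlation) on day 14. Examples on day 6 are Bst2 0.68 ± 0.031 and Ifit3 -5.69 ± 0.25. Cytokines and chemokines had 10 higher, 10 lower and 1 neither of 21 (median -0.23, mean 1.23 with camera upward, camera adjusted p = 0.106) on day 6. Day 10 had 15 higher, 4 lower and 2 neither of 21 (median 1.69, camera adjusted p = 2.64e-08, adjusted p = 0.000396 with an estimated correlation). Day 14 had 16 higher, 3 lower and 2 neither of 21 (median 2.54, camera adjusted p = 1.52e-15, adjusted p = 3.13e-06 with an estimated correlation), with Ccl9 8.15 ± 0.12 and Tnfsf8 -3.71 ± 0.093 on day 14. Inhibitory receptors and exhaustion regulators had 11 higher, 8 lower and 0 neither of 19 (median 0.70, camera adjusted p = 0.000899, adjusted p = 0.0271 with an estimated correlation) on day 6, with the receptor ligand gene Cd200 at 5.64 ± 0.088. NK-cell-associated receptors had 11 higher, 5 lower and 1 neither of 17 (median 2.04, camera adjusted p = 8.56e-05, adjusted p = 0.0364 with an estimated correlation) on day 14. On that day naive, memory and stem-like genes had 10 higher, 7 lower and 3 neither of 20 (median 0.41, camera adjusted p = 6.61e-05, adjusted p = 0.0364 with an estimated correlation), with Slamf6 6.39 ± 0.25 and Id3 -4.74 ± 0.12. T cell receptor signal response had 14 higher, 9 lower and 2 neither of 25 (median 0.34, camera adjusted p = 1.68e-06, adjusted p = 0.0184 with an estimated correlation) on day 10, with the costimulatory receptor gene Tnfrsf4 at 4.32 ± 0.056. Of 17 lists, 10, 9 and 15 were called on days 6, 10 and 14 with the preset correlation, and 2, 4 and 3 with an estimated correlation.

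The chronic effect was smaller in batch 3 than in batch 1 for cytokine genes. Batch 3 minus batch 1 differences in the day 18 effect were -3.99 ± 0.11 for Ifng, -6.83 ± 0.21 for the chemokine gene Ccl3, -1.93 ± 0.15 for Pdcd1 and -6.05 ± 0.33 for Cd200, while Bach2 (1.20 ± 0.11), Tcf7 (2.43 ± 0.45) and the granzyme gene Gzmg (3.03 ± 0.11) had positive differences. The effect differed for 9857 of 19443 genes (4116 higher and 5741 lower in batch 3), and for 6404 with DiSBey cells alone. Cytokines and chemokines had 1 higher, 15 lower and 4 neither of 20 (median -2.55, camera adjusted p = 2.29e-13, adjusted p = 0.00168 with an estimated correlation). DNA replication had 0 higher, 24 lower and 0 neither of 24 (median -0.64, camera adjusted p = 8.84e-07, adjusted p = 0.306 with an estimated correlation). Glycolysis had 15 higher, 1 lower and 4 neither of 20 (median 0.37, camera adjusted p = 4.1e-06, adjusted p = 0.306 with an estimated correlation). Batch, library kit, the chromosome of the transposon array, Xist and the myeloid genes change together, so this difference has no single named cause.

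Chronic cells gained cytotoxic granule genes and lost naive, memory and stem-like genes between days 6 and 14. The chemokine gene Ccl1 (6.23 ± 0.17), the protease gene Mcpt8 (6.21 ± 0.13), Lyz2 (6.02 ± 1.0) and the membrane protein gene Tmem119 (4.97 ± 0.11) rose most in chronic cells (5 libraries per day). Without DiSBey chronic day 14 replicate 1 the value of Lyz2 was 3.31 (adjusted p = 0.574). Tcf7 (-4.99 ± 0.21), the lymphoid polymerase gene Dntt (-4.12 ± 0.090), Cd24a (-3.66 ± 0.14) and Ighm (-3.60 ± 0.11) fell most. Bach2 fell in chronic cells (-1.43 ± 0.060) and rose in acute cells (0.74 ± 0.041, 6 libraries per day), a difference of -2.16 ± 0.072. Counts of genes higher and lower on day 14 were 5590 and 5833 in chronic cells and 6755 and 6714 in acute cells, and 10245 genes changed differently in the 2 conditions.

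G2/M and mitosis genes fell in both conditions, with 0 higher, 24 lower and 0 neither of 24 (median -0.84, camera adjusted p = 1.82e-36, adjusted p = 0.00135 with an estimated correlation) in chronic cells. Acute cells had 0 higher, 24 lower and 0 neither of 24 (median -1.13, camera adjusted p = 1.87e-28, adjusted p = 0.00459 with an estimated correlation). Cenpf -1.16 ± 0.041 fell most in chronic and Kif23 -1.64 ± 0.034 in acute cells. In chronic cells cytotoxic granule genes had 14 higher, 5 lower and 0 neither of 19 (median 0.68, camera adjusted p = 7.17e-21, adjusted p = 0.000786 with an estimated correlation), with Gzmg 4.76 ± 0.11 and Gzmk -0.94 ± 0.15. p53 targets had 17 higher, 3 lower and 1 neither of 21 (median 0.68, camera adjusted p = 6.12e-13, adjusted p = 0.000158 with an estimated correlation), with Eda2r 1.63 ± 0.26 and Perp -2.04 ± 0.092. Cytokines and chemokines had 13 higher, 4 lower and 4 neither of 21 (median 1.05, camera adjusted p = 7.59e-09, adjusted p = 0.000274 with an estimated correlation). In acute cells they had 7 higher, 10 lower and 4 neither of 21 (8 and 10 adjusted over the list alone, median -0.42, camera adjusted p = 0.000348, adjusted p = 0.00459 with an estimated correlation). Naive, memory and stem-like genes had 4 higher, 13 lower and 3 neither of 20 (median -0.50, camera adjusted p = 2.46e-09, adjusted p = 0.000786 with an estimated correlation) in chronic cells. Acute cells had 4 higher, 15 lower and 1 neither of 20 (median -2.02, camera adjusted p = 2.97e-18, adjusted p = 6.58e-05 with an estimated correlation), with Id3 1.35 ± 0.071 and Slamf6 -5.75 ± 0.26. Acute cells also lost IL-2 and STAT5 response genes, with 2 higher, 14 lower and 1 neither of 17 (median -0.62, camera adjusted p = 5.03e-11, adjusted p = 0.00096 with an estimated correlation).

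From the day 2 input to day 6, cells of both conditions gained Havcr2 and lost Tcf7. Havcr2 rose by 5.72 ± 0.061 in chronic and 4.35 ± 0.061 in acute cells, and Tcf7 changed by -5.22 ± 0.087 and -2.45 ± 0.070 (2 input libraries, 1 per genotype, so the other groups supply the spread). Bach2 changed by -1.67 ± 0.058 and -0.78 ± 0.055. Pdcd1 rose in chronic (2.67 ± 0.092) and fell in acute cells (-0.92 ± 0.11). The insulin-like growth factor binding gene Igfbp2 (7.50 ± 0.34), the enkephalin gene Penk (7.36 ± 0.18), Filip1 (7.24 ± 0.10) and the cadherin gene Cdh17 (7.16 ± 0.12) rose most in chronic cells, and Dapl1 (-7.03 ± 0.21), Drc1 (-6.17 ± 0.15), the ADP-ribosyltransferase gene Art2b (-6.06 ± 0.24) and the urokinase receptor gene Plaur (-5.78 ± 0.32) fell most. In acute cells AI661453 (6.71 ± 0.27), Apol9b (6.59 ± 0.28), the cadherin gene Cdh1 (6.12 ± 0.10) and Klhl30 (5.98 ± 0.13) rose most, and Lad1 (-7.41 ± 0.26), Plaur (-6.57 ± 0.32), the selectin gene Selp (-5.45 ± 0.13) and Tg (-4.45 ± 0.068) fell most. Chronic day 6 cells had 5763 genes higher and 5714 lower than input, and acute cells 6464 and 6149.

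Interferon response genes had 0 higher, 27 lower and 1 neither of 28 (median -2.11, camera adjusted p = 3.14e-20, adjusted p = 0.00205 with an estimated correlation) in chronic day 6 cells. Acute cells had 12 higher, 11 lower and 5 neither of 28 (13 and 11 adjusted over the list alone, median 0.11, camera adjusted p = 0.619). Inhibitory receptors and exhaustion regulators had 14 higher, 5 lower and 0 neither of 19 (median 1.41, camera adjusted p = 5.47e-13, adjusted p = 1.55e-05 with an estimated correlation). In acute cells they had 11 higher, 6 lower and 2 neither of 19 (median 0.99, camera adjusted p = 0.000452, adjusted p = 0.00941 with an estimated correlation). Cytotoxic granule genes had 16 higher, 2 lower and 1 neither of 19 (median 1.59, camera adjusted p = 1.87e-23, adjusted p = 0.000469 with an estimated correlation). Their acute counts were 17 higher, 2 lower and 0 neither of 19 (median 1.10, camera adjusted p = 5.92e-11, adjusted p = 0.0158 with an estimated correlation). DNA replication had 0 higher, 24 lower and 0 neither of 24 (median -0.98, camera adjusted p = 1.87e-23, adjusted p = 0.0171 with an estimated correlation) in chronic cells. Acute cells had 0 higher, 24 lower and 0 neither of 24 (median -1.62, camera adjusted p = 2.67e-50, adjusted p = 0.00155 with an estimated correlation). Naive, memory and stem-like genes had 3 higher, 17 lower and 0 neither of 20 (median -1.54, camera adjusted p = 1.45e-14, adjusted p = 7.5e-05 with an estimated correlation) in chronic and 3 higher, 16 lower and 1 neither of 20 (median -0.85, camera adjusted p = 1.5e-10, adjusted p = 0.000966 with an estimated correlation) in acute cells. Myb 1.97 ± 0.057 and Id3 -5.38 ± 0.13 changed in chronic and Bcl6 0.51 ± 0.18 and Cxcr5 -3.49 ± 0.16 in acute cells.

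The day 2 inputs showed no gene called between genotypes. The T cell receptor zeta chain gene Cd247 stood at 1.68 ± 0.12 (adjusted p = 0.151) in DiSBey minus WT (3 inputs each, batch as a block), and at 1.54 to 1.75 in the 6 fits without 1 input, whose calls rest on 1 residual degree of freedom. DESeq2 gave 1.67 for Cd247 (adjusted p = 2.03e-26), and the test without a filter 1.66 (adjusted p = 0.000923). Bach2 stood at -0.18 ± 0.18 (adjusted p = 0.936), and at 0.08 without the DiSBey or the WT input of batch 3. edgeR's quasi-likelihood test called 0 of 14798 genes, with 790 at unadjusted p below 0.05, while DESeq2 called 65 and the test without a filter 13. Leaving out 1 input at a time gave 6 to 2398 called genes, with 2398 without the DiSBey input of batch 3 and 2353 without the WT input of batch 3. p53 targets had 0 higher, 0 lower and 20 neither of 20 (11 and 0 adjusted over the list alone, median 0.47, camera adjusted p = 9.84e-19, adjusted p = 0.275 with an estimated correlation). With artificial changes planted in these 6 libraries, 94% of 2-fold and 48% of 1.5-fold changes were recovered, rates that do not describe the real fit, where Cd247 had no call.

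Bach2 was higher in DiSBey than in WT chronic cells at day 18 of both experiments. The difference was 3.00 ± 0.090 in batch 1 (adjusted p = 8.65e-12, 2 DiSBey and 3 WT libraries) and 1.76 ± 0.10 in batch 3 (adjusted p = 1.81e-11, 4 and 4). Single WT chronic libraries held 4.35 to 4.91 CPM of Bach2 in batch 1 and 12.1 to 13.8 in batch 3, and DiSBey chronic libraries 34.3 to 39.8 and 33.3 to 52.8. On days 6, 10 and 14 of batch 2 the same comparison gave -0.02 ± 0.073 (adjusted p = 0.86), -0.13 ± 0.11 (adjusted p = 0.478) and 0.03 ± 0.099 (adjusted p = 0.876), and the first turned to 0.07 without WT replicate 2 and the last to -0.07 without DiSBey or WT replicate 1. In acute cells Bach2 stood at -0.27 ± 0.064 (adjusted p = 0.0539) in batch 1 and 0.11 ± 0.096 (adjusted p = 0.677) in batch 3. The batch 1 acute value was called with a replicate block (-0.28, adjusted p = 0.000561), with DESeq2 (0.0153) and without DiSBey acute replicate 2 (-0.34, adjusted p = 0.0117).

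**Figure D2:**
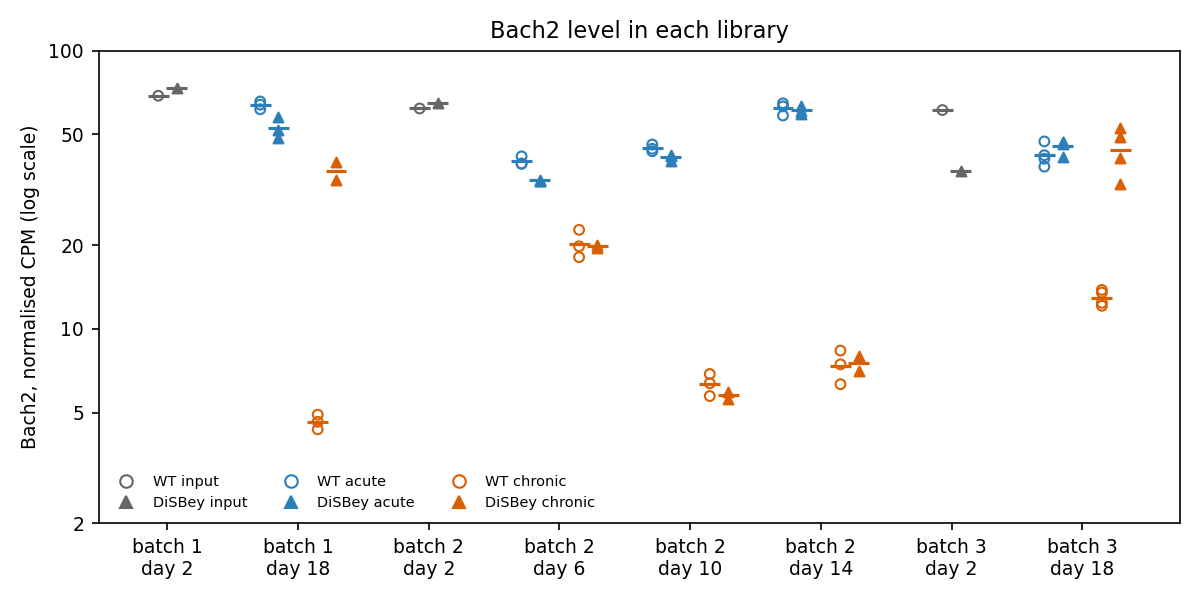
Bach2 in CPM in every library, from 4.35 in a WT chronic library of batch 1 at day 18 to 73.4 in the DiSBey input of batch 1.

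Cd247 (ENSMUSG00000005763) was higher in DiSBey chronic cells in both batches (2.21 ± 0.054 and 2.48 ± 0.054), as were the haematopoietic gene Hemgn (1.86 ± 0.18 and 2.66 ± 0.27) and the glycosyltransferase gene Gcnt2 (1.70 ± 0.096 and 2.31 ± 0.15). In batch 1 Phldb2 (ENSMUSG00000033149) rose most (11.01 ± 0.15), with the interferon-inducible GTPase gene Tgtp1 (2.48 ± 0.28) and the phosphatase subunit gene Ppp2r2c (2.21 ± 0.15). Phldb2 had no call in batch 3 (adjusted p = 0.894). The lectin gene Mgl2 (-2.74 ± 0.25), the magnesium channel gene Trpm6 (-2.40 ± 0.18), Igfbp2 (-2.19 ± 0.31, adjusted p = 0.609 with DESeq2), Lhfpl1 (-2.11 ± 0.099) and the guanylate cyclase gene Gucy1a1 (-1.90 ± 0.32) fell most in batch 1. In batch 3 Erdr1y (2.38 ± 0.18) and Erdr1x (1.97 ± 0.14) rose, and the mitochondrial gene mt-Nd3 (-3.17 ± 0.21), the casein gene Csn1s1 (-2.35 ± 0.17), Tmsb15a (-2.06 ± 0.23), Spata31e5 (-1.86 ± 0.21) and the Hippo pathway gene Wwtr1 (-1.85 ± 0.17) fell most. Mki67 rose in both batches (0.38 ± 0.060 and 1.23 ± 0.16) and Havcr2 fell in both (-0.34 ± 0.044 and -0.52 ± 0.052). Ifng fell in batch 1 (-0.51 ± 0.12) and rose in batch 3 (0.53 ± 0.097).

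The main test called other T cell genes in 1 batch. Pdcd1 fell in batch 1 (-0.35 ± 0.081) and stood at -0.19 ± 0.10 (adjusted p = 0.206) in batch 3 (-0.28 and adjusted p = 0.0335 without DiSBey chronic replicate 1, adjusted p = 0.00995 without a filter). Without DiSBey chronic replicate 2 the batch 1 calls ended for Pdcd1 (-0.26, adjusted p = 0.106), Ifng (-0.26, 0.0911) and Gzmb (-0.20, 0.104). Lag3 stood at -0.11 ± 0.059 (adjusted p = 0.249) in batch 1 and rose in batch 3 (0.69 ± 0.083). Gzmb fell in batch 1 (-0.23 ± 0.055) with no call in batch 3. Tcf7 stood at 1.04 ± 0.76 (adjusted p = 0.422) in batch 1, and at -0.23 without DiSBey chronic replicate 2. It fell in batch 3 (-0.66 ± 0.21), a call that ended without DiSBey chronic replicate 2 (-0.48, adjusted p = 0.101), DiSBey chronic replicate 3 (-0.61, 0.0727) or WT chronic replicate 1 (-0.46, 0.146). In batch 1, 1459 genes were higher and 1265 lower in DiSBey chronic cells, and 2335 and 1922 in batch 3. The batch 1 count of 2724 was 1359 without DiSBey chronic replicate 2. Over 16703 shared genes the effects had a Pearson correlation of 0.166, and 1015 of 1210 genes called in both (83.9%) had the same sign.

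DNA replication and mitosis genes were higher in DiSBey chronic cells of both batches at day 18. DNA replication had 21 and 24 of 24 genes higher and 0 lower in batches 1 and 3 (22 higher in batch 1 adjusted over the list alone). Medians were 0.26 and 0.78 (camera adjusted p = 1.95e-18 and 6.88e-28, and 0.0145 and 0.0411 with an estimated correlation). Slbp 0.42 ± 0.048 changed in batch 1 and Cdc6 1.27 ± 0.17 in batch 3. G2/M and mitosis had 22 and 23 of 24 genes higher and 0 lower (23 and 24 higher adjusted over the list alone). Medians were 0.29 and 0.99 (camera adjusted p = 7.45e-19 and 8.06e-36, and 0.0207 and 0.0333 with an estimated correlation). Top2a 0.43 ± 0.056 changed in batch 1 and Kif23 1.24 ± 0.13 in batch 3. Inhibitory receptors and exhaustion regulators had 1 higher, 7 lower and 11 neither of 19 (3 and 8 adjusted over the list alone, median -0.18, camera adjusted p = 5.47e-05, adjusted p = 0.0401 with an estimated correlation). Batch 3 had 3 higher, 8 lower and 8 neither of 19 (4 and 9 adjusted over the list alone, median -0.21, camera adjusted p = 0.062). Cd200 -1.56 ± 0.094 changed in batch 1. Glycolysis had 15 higher, 0 lower and 5 neither of 20 (median 0.31, camera adjusted p = 1.09e-12, adjusted p = 0.177 with an estimated correlation). Batch 3 had 11 higher, 0 lower and 9 neither of 20 (median 0.28, camera adjusted p = 8.58e-06, adjusted p = 0.374 with an estimated correlation). Egln3 1.10 ± 0.11 changed in batch 1 and Pgam1 0.47 ± 0.072 in batch 3. Interferon response had 15 higher, 1 lower and 12 neither of 28 (17 and 1 adjusted over the list alone, median 0.58, camera adjusted p = 1.97e-07, adjusted p = 0.204 with an estimated correlation). Batch 3 had 6 higher, 2 lower and 20 neither of 28 (median 0.0902, camera adjusted p = 0.235). Rtp4 3.01 ± 0.70 and Usp18 2.66 ± 0.46 changed in batch 1. Without DiSBey chronic replicate 2 Rtp4 stood at 1.75 (adjusted p = 0.255).

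Stress response and p53 lists fell in both batches, with more genes called in batch 3. Amino acid and unfolded protein stress response had 1 higher, 3 lower and 19 neither of 23 (median -0.0917, camera adjusted p = 0.00178, adjusted p = 0.442 with an estimated correlation). Batch 3 had 0 higher, 17 lower and 6 neither of 23 (0 and 18 adjusted over the list alone, median -0.24, camera adjusted p = 1.81e-12, adjusted p = 0.0333 with an estimated correlation). Slc7a11 -1.20 ± 0.18 changed in batch 3. p53 targets had 0 higher, 5 lower and 16 neither of 21 (median -0.0933, camera adjusted p = 0.00211, adjusted p = 0.266 with an estimated correlation). Batch 3 had 2 higher, 11 lower and 8 neither of 21 (2 and 13 adjusted over the list alone, median -0.19, camera adjusted p = 1.89e-05, adjusted p = 0.0333 with an estimated correlation). Perp -0.71 ± 0.11 changed in batch 3. IL-2 and STAT5 response had 4 higher, 5 lower and 8 neither of 17 (5 and 6 adjusted over the list alone, median -0.0253, camera adjusted p = 0.346). Batch 3 had 8 higher, 1 lower and 8 neither of 17 (11 and 1 adjusted over the list alone, median 0.21, camera adjusted p = 3e-05, adjusted p = 0.0333 with an estimated correlation). Myc 0.93 ± 0.098 changed in batch 3. Of 17 lists, 11 and 7 were called in batches 1 and 3 with the preset correlation, and 3 and 5 with an estimated correlation.

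On days 6, 10 and 14 (batch 2) DiSBey chronic cells had fewer DNA replication transcripts than WT. Day 18 (batches 1 and 3) showed the reverse. The earlier days and day 18 are from different batches, so for this list and Bach2 time cannot be told from batch. Of 24 genes 24, 15 and 21 were lower and 0 higher (18 and 22 lower on days 10 and 14 adjusted over the list alone). Medians were -0.42, -0.18 and -0.28 (camera adjusted p = 2.28e-29, 1.24e-08 and 7.55e-10, and 0.04, 0.169 and 0.386 with an estimated correlation). Cytotoxic granule genes had 13 higher, 1 lower and 5 neither of 19 (14 and 1 adjusted over the list alone, median 0.52, camera adjusted p = 3.88e-37, adjusted p = 6.39e-05 with an estimated correlation) on day 10, with Gzmg 1.95 ± 0.12 and Lamp1 -0.23 ± 0.040. On day 10 inhibitory receptors and exhaustion regulators had 8 higher, 1 lower and 10 neither of 19 (11 and 3 adjusted over the list alone, median 0.27, camera adjusted p = 8.24e-08, adjusted p = 0.000262 with an estimated correlation). Phldb2 was higher by 7.99 ± 0.11, 7.34 ± 0.099 and 7.08 ± 0.10 and Cd247 by 2.10 ± 0.030, 2.03 ± 0.030 and 2.17 ± 0.030. Counts of genes higher and lower were 2622 and 2565 on day 6, 1553 and 1353 on day 10, and 3350 and 3158 on day 14. Without DiSBey chronic replicate 2 the counts were 3147 on day 6 and 1737 on day 10, against 5187 and 2906.

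In acute cells at day 18, 198 genes were called between genotypes in batch 1 (99 higher and 99 lower) and 469 in batch 3 (235 and 234). Phldb2 was higher in DiSBey acute cells of batch 1 (10.69 ± 0.14), and Cd247 (2.19 ± 0.053), Erdr1x (2.14 ± 0.14) and Erdr1y (2.08 ± 0.18) in those of batch 3, where mt-Nd3 (-3.20 ± 0.23), the homing receptor gene Ccr7 (-2.39 ± 0.47) and Tcf7 (-2.18 ± 0.21) were lower. Pdcd1 was higher in DiSBey acute cells of both batches (0.90 ± 0.18 and 0.78 ± 0.14). The batch 1 call of Pdcd1 ended without DiSBey replicate 1 (adjusted p = 0.0572) or 3 (0.126) and without WT replicate 2 (0.12) or 3 (0.103), at values of 0.78 to 0.97. In batch 3 naive, memory and stem-like genes had 1 higher, 4 lower and 15 neither of 20 (1 and 7 adjusted over the list alone, median -0.14, camera adjusted p = 7.31e-10, adjusted p = 0.00223 with an estimated correlation). The p53 targets had 0 higher, 7 lower and 14 neither of 21 (0 and 11 adjusted over the list alone, median -0.20, camera adjusted p = 1.11e-12, adjusted p = 0.000585 with an estimated correlation). In batch 1 the replicate numbers paired the acute libraries of the genotypes. With replicate as a block the count was 1022 (442 higher and 580 lower), and with the preset correlation G2/M and mitosis kept its camera call (adjusted p = 0.0198) where DNA replication lost its call (0.00361 to 0.0989). With an estimated correlation and no block 0 of 17 lists were called, with an adjusted p = 0.43 for both of these. The batch 1 count ran from 74 to 388 with 1 library left out, and was 74 without WT acute replicate 1 and 388 without DiSBey acute replicate 2. Without a filter it was 411. The batch 3 count was 195 without DiSBey acute replicate 3, 925 without a filter and 741 with DESeq2.

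In batch 2 acute cells the counts higher and lower in DiSBey were 1892 and 1848 on day 6, 972 and 920 on day 10, and 833 and 1194 on day 14. Cytotoxic granule genes had 14 higher, 1 lower and 4 neither of 19 (14 and 2 adjusted over the list alone, median 0.31, camera adjusted p = 6.75e-27, adjusted p = 0.000293 with an estimated correlation) on day 6, with Gzma 1.55 ± 0.054 and Lamp1 -0.13 ± 0.036. Inhibitory receptors and exhaustion regulators had 11 higher, 2 lower and 6 neither of 19 (11 and 3 adjusted over the list alone, median 0.20, camera adjusted p = 3.38e-11, adjusted p = 3.37e-05 with an estimated correlation). G2/M and mitosis had 0 higher, 23 lower and 1 neither of 24 (0 and 24 adjusted over the list alone, median -0.27, camera adjusted p = 7.54e-21, adjusted p = 0.0204 with an estimated correlation). Interferon response had 0 higher, 19 lower and 9 neither of 28 (0 and 24 adjusted over the list alone, median -0.44, camera adjusted p = 8.99e-29, adjusted p = 0.000989 with an estimated correlation) on day 10, with Oas2 -0.95 ± 0.18. IL-2 and STAT5 response had 1 higher, 9 lower and 7 neither of 17 (median -0.13, camera adjusted p = 2.1e-10, adjusted p = 0.0011 with an estimated correlation). On day 14 the count of 2027 was 1117 without WT acute replicate 2.

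Bach2 and Pdcd1 had interactions in both day 18 experiments, mostly from chronic cells for Bach2 and acute cells for Pdcd1. The interaction, the chronic effect in DiSBey minus that in WT, was 3.27 ± 0.11 in batch 1 and 1.66 ± 0.14 in batch 3 for Bach2, and -1.25 ± 0.20 and -0.96 ± 0.18 for Pdcd1. Havcr2 (-0.38 ± 0.059 and -0.47 ± 0.074) and Mki67 (0.39 ± 0.082 and 1.41 ± 0.22) had interactions in both, and Ifng (-0.71 ± 0.17) and Cd8a (-0.28 ± 0.070) in batch 1. Calls in batch 1 ended with 1 library left out for Mki67 (0.30, adjusted p = 0.0634 without DiSBey chronic replicate 2), Ifng (-0.62, 0.0595 without WT chronic replicate 2, and 3 other libraries) and Cd8a (-0.21, 0.0754 without DiSBey chronic replicate 1, and 5 others). In batch 3 large positive interactions were those of Hemgn (3.60 ± 0.39), Ccr7 (3.53 ± 0.56) and the granzyme gene Gzmk (2.66 ± 0.42), with Tcf7 at 1.52 ± 0.31, and the largest negative ones those of Csn1s1 (-2.31 ± 0.23), Tdrd9 (-1.85 ± 0.15), Tmsb15a (-1.75 ± 0.40) and Wwtr1 (-1.74 ± 0.25). In batch 1, 543 genes had positive and 457 negative interactions, and in batch 3, 1498 and 1190. The batch 1 count of 1000 was 562 without DiSBey chronic replicate 2 and 1669 without replicate 1.

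DNA replication and G2/M and mitosis lists had positive interactions in batch 3. Each had 22 higher, 0 lower and 2 neither of 24 (23 and 0 adjusted over the list alone). Medians were 1.06 and 1.13 (camera adjusted p = 1.61e-33 and 4.18e-36, adjusted p = 0.0314 with an estimated correlation for both). Naive, memory and stem-like genes had 8 higher, 1 lower and 11 neither of 20 (10 and 1 adjusted over the list alone, median 0.35, camera adjusted p = 2.76e-07, adjusted p = 0.0184 with an estimated correlation). This list, Tcf7 and Ccr7 were lower in DiSBey than WT acute cells, and Tcf7 in chronic cells too. The interaction thus need not be a gain in chronic cells. IL-2 and STAT5 response had 9 higher, 1 lower and 7 neither of 17 (11 and 1 adjusted over the list alone, median 0.34, camera adjusted p = 5.13e-06, adjusted p = 0.0314 with an estimated correlation). Cytokines and chemokines had 6 higher, 0 lower and 13 neither of 19 (median 0.34, camera adjusted p = 0.000284, adjusted p = 0.0462 with an estimated correlation). Amino acid and unfolded protein stress response had 0 higher, 14 lower and 9 neither of 23 (0 and 17 adjusted over the list alone, median -0.27, camera adjusted p = 9.97e-09, adjusted p = 0.0499 with an estimated correlation). In batch 1 DNA replication had 7 higher, 0 lower and 17 neither of 24 (15 and 0 adjusted over the list alone, median 0.20, camera adjusted p = 5.72e-10, adjusted p = 0.0534 with an estimated correlation). Glycolysis had 13 higher, 0 lower and 7 neither of 20 (17 and 0 adjusted over the list alone, median 0.33, camera adjusted p = 4.11e-15, adjusted p = 0.149 with an estimated correlation) there. The batch 1 inhibitory receptors and exhaustion regulators had 1 higher, 6 lower and 12 neither of 19 (2 and 10 adjusted over the list alone, median -0.30, camera adjusted p = 3.71e-05, adjusted p = 0.0534 with an estimated correlation). Interaction counts positive and negative in batch 2 were 1588 and 1567 on day 6, 816 and 603 on day 10, and 1564 and 1038 on day 14. Without DiSBey chronic replicate 2 the day 6 count was 1644 and the day 10 count 854, and without replicate 1 the day 14 count was 1729. Cholesterol synthesis and uptake had 0 higher, 15 lower and 6 neither of 21 (0 and 18 adjusted over the list alone, median -0.26, camera adjusted p = 6.24e-19, adjusted p = 0.00566 with an estimated correlation) on day 6. Cytotoxic granule genes had 14 higher, 0 lower and 5 neither of 19 (14 and 1 adjusted over the list alone, median 0.41, camera adjusted p = 1.69e-25, adjusted p = 0.000282 with an estimated correlation) on day 10.

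Fusion reads between the transposon and the genome were dense in DiSBey libraries and rare in WT ones. Of 2870 listings, 2705 distinct breakpoints outside the transposon were used. The main transposon regions were the splice donor (SD), with 88.2% of DiSBey reads, and the right splice acceptor, with 8.63%. In batch 3 day 18, DiSBey chronic libraries held 68.5 ± 6.79 (standard deviation) fusion reads in CPM against 1.35 ± 0.898 in WT chronic ones, and DiSBey acute libraries 65.8 ± 2.15 against 0.705 ± 0.0918 (n = 4 per group, exact two-sided permutation p = 0.0286, the smallest possible, adjusted p = 0.186 over 13 tests). Reads on chromosome 1, the launch site of batches 1 and 2, made up 42.8 to 74.7% of a DiSBey library in batch 1, 62.8 to 73.9% in batch 2 and 0.761 to 2.11% in batch 3. Chromosome 4, the launch site of batch 3, held 2.47 to 12.1% of reads there and at most 4.69% and 0.568% in batches 1 and 2. Bach2 lies on it and adds to its share, with means of 8.79% in chronic and 2.66% in acute DiSBey libraries of batch 3.

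Fusion totals of chronic and acute DiSBey libraries are given without calls, since 13 exact tests of so few libraries could not reach an adjusted p below 0.05, and counts appear limited near 300 per breakpoint. Totals stood at 68.5 ± 6.79 and 65.8 ± 2.15 CPM in batch 3 (exact two-sided permutation p = 0.6) and at 62.7 ± 3.73 and 55.8 ± 0.163 in batch 1 (2 libraries each, exact p = 0.333, the smallest possible). On days 6, 10 and 14 they stood at 57.5 and 68.3, 53.4 and 55.4, and 45.8 and 55.4 (2 and 3 libraries, exact p = 0.2, 0.4 and 0.2, where 0.2 is the smallest possible). In batch 3 leaving out DiSBey chronic replicate 1 turned the difference of 2.75 to -0.48. The number of breakpoints was 158 ± 9.18 in chronic and 226 ± 40.6 in acute libraries of batch 3 (exact p = 0.0286, adjusted p = 0.124) and 148 against 66 in batch 1. On days 6, 10 and 14 it was 96.5 against 139, 66.5 against 88.3 and 74.5 against 80.

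Bach2 was the gene whose fusions separated chronic from acute DiSBey cells in both experiments. In batch 3 it had 428 fusion reads in 4 chronic libraries against 4 in 4 acute ones (log2 fold change 6.69 ± 0.704, adjusted p = 9.09e-05), and in batch 1 119 against 0 in 2 libraries each (adjusted p = 0.023). All 6 DiSBey chronic day 18 libraries held Bach2 fusions, 57 to 62 reads in batch 1 and 58 to 137 in batch 3, and none of the chronic or acute libraries of days 6 to 14 did. The 28 WT libraries with a record held 0. In batch 1 the Bach2 call ended without DiSBey chronic replicate 2 (adjusted p = 0.0592), without either acute library (0.715 and 0.752) and without the filter (0.573), with log2 fold changes of 8.73 to 8.85 against 8.82 and 27 to 246 features tested in place of 10. Of 553 Bach2 reads in DiSBey libraries, 342 joined at 1 chromosome 4 position of the GRCm39 assembly, 32417435, in 7 libraries, and 106 at 32317198 in 5. The chronic reads joined the splice donor to Bach2 on the strand of the gene.

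**Figure D3:**
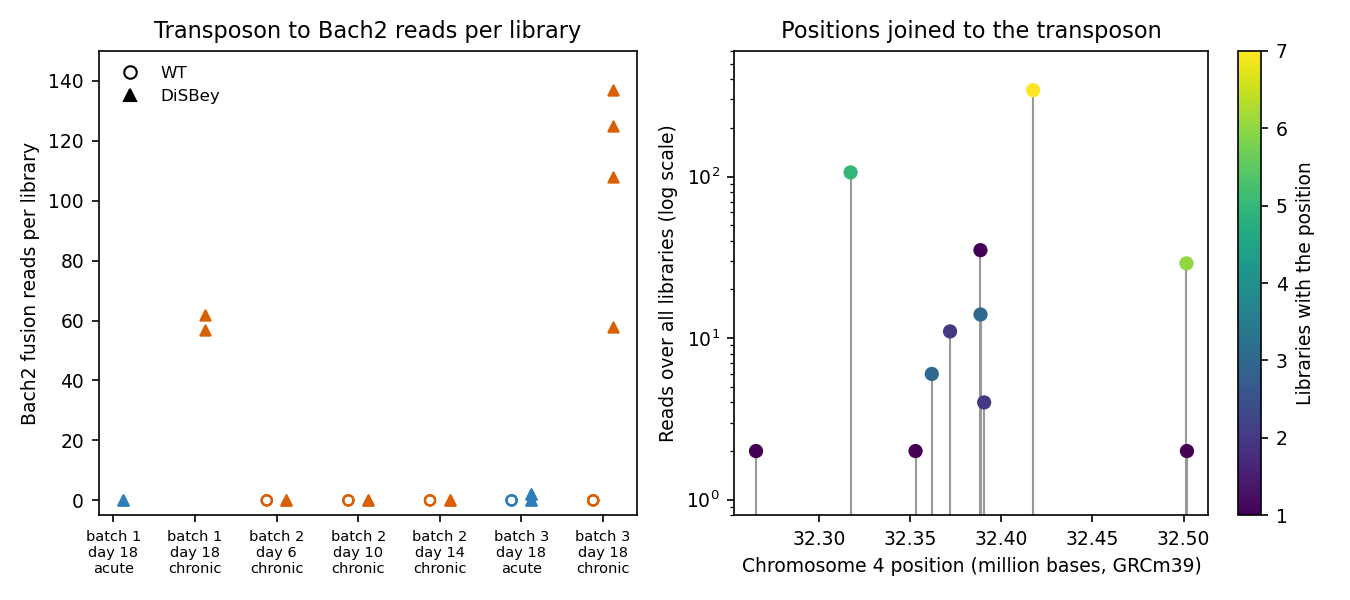
Bach2 fusion reads in libraries with a record, day 18 and the chronic cells of earlier days, from 57 to 137 in the 6 DiSBey chronic day 18 libraries and at most 2 in any other.

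Beside Bach2, 1 feature was called in batch 3 and 2 in batch 1, all lower in chronic libraries. The interval between Gm13518 and Mir195b had 255 reads against 464 in batch 3 (-0.76 ± 0.216, adjusted p = 0.0368), and this call held in 1 of the 8 fits with a library left out. In batch 1 the interval between Gm53008 and Gm48999 (-1.67 ± 0.263) and Gm19587 (-1.54 ± 0.263) were lower (adjusted p = 0.0234 for each), and the myosin gene Myh9 had 246 reads in chronic libraries against 0 (adjusted p = 0.0507). Each batch had 10 features tested. The count in batch 1 was 3, and 7 without DiSBey chronic replicate 1 and 0 without either acute library. Features with many reads were Uxs1 (10501), Phldb2 (10225) and the interval between Uxs1 and Gm19587 (9542) in batches 1 and 2, and the interval between Klrb1b and Gm44066 (3105), Dusp19 (2626) and Macrod2 (2361) in batch 3. Dpm3 had 471 reads in DiSBey libraries, all in 2 chronic ones of batch 3, and 6 in WT chronic libraries. Without the filter Dpm3 was called in batch 3 and the interval between Gm13518 and Mir195b was not.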

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

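The tests of transposon insertions in Bach2, of carry-over and of genes picked in the other batch were chosen after results were seen, and the first test of a weaker response was planned.

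Bach2 was higher in DiSBey chronic cells at day 18, which a weaker response of DiSBey cells to chronic stimulation could produce. Genes that fell in WT by at least as much as Bach2 had median DiSBey minus WT values of 0.965 over 446 genes in batch 1 (93 called higher, 2 lower) and 0.424 over 720 genes in batch 3 (55 higher, 22 lower). The 36 and 110 of them at 1 CPM or more in WT chronic cells had medians of 1.05 and 0.0547. These sets share WT libraries with the value tested, so genes at 1 CPM or more were also picked in the other batch. Their medians were 0.689 over 105 genes in batch 1 (95% bootstrap interval 0.501 to 0.933) and -0.289 over 36 genes in batch 3 (-0.5 to -0.0697). All lie under 0.5 of the Bach2 values of 3.00 and 1.76. A weaker response is unlikely to be the whole cause, and may contribute in batch 1. Bach2 fusion reads were at least 57 in each DiSBey chronic day 18 library of batch 1 and at least 58 in each of batch 3, against at most 0 in 3 other libraries of batch 1 with a record, all DiSBey, and 2 in 14 of batch 3. No WT library of batch 1 had a record. Insertions that join the splice donor to Bach2 are therefore the likelier source of the excess.

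Wild-type libraries listed splice donor fusion reads, which carry-over from DiSBey libraries of the same batch could explain. In batch 2, 100% of 184 such reads lay at breakpoints of DiSBey libraries of that batch, and in batch 3 98.2% of 219. At 0.492% and 1.27% of the DiSBey level per library, they are likely carried over in sequencing or handling. A further 170 WT reads at 6 breakpoints in batch 2 and 68 at 18 in batch 3 lay in other transposon regions, whose origin was not tested.

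2 values stood apart from the other 3 libraries of their group by Dixon's test: Bach2 at 41.5 CPM in DiSBey acute replicate 4 of batch 3 (others 46.2 to 47.1), and Il2 at 0.0376 CPM, 1 count, in DiSBey chronic replicate 4 of batch 3 (others 0, where any lone count is flagged). The 64 values were tested in 4 groups of 4 libraries, and chance finds about 1 in 20 of them.

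The chronic response differed between genotypes for 1000 genes in batch 1 and 2688 in batch 3 at day 18, and for 3155, 1419 and 2602 genes on days 6, 10 and 14. The change from day 6 to day 14 differed between conditions for 10245 genes, and the chronic effect between batches for 9857. Interactions of single genes in batch 1 were 3.27 for Bach2, -1.25 for Pdcd1, -0.38 for Havcr2, -0.71 for Ifng, 0.39 for Mki67 and -0.28 for Cd8a. In batch 3 they were 1.66 for Bach2, 1.52 for Tcf7, -0.96 for Pdcd1, -0.47 for Havcr2, 1.41 for Mki67, 3.60 for Hemgn, 3.53 for Ccr7, 2.66 for Gzmk, -2.31 for Csn1s1, -1.85 for Tdrd9, -1.75 for Tmsb15a and -1.74 for Wwtr1.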

How the results depend on the processing

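Values under 300 alone and the leave-outs of the fusion tables were chosen after results were seen, and the other alternatives were planned.

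Of the 27 gene counts, all 27 stayed within 1.5-fold with RLE normalization, 25 with DESeq2, 24 without a filter, and 19 of 23 with a replicate block. The DiSBey against WT count in acute cells of batch 1 day 18 was 198, and became 411 without a filter and 1022 with a replicate block. In batch 3 the count of 469 became 925 without a filter, 741 with DESeq2 and 1597 with a replicate block. A replicate block gave 986 against 2724 in chronic cells of batch 1 day 18, and 3168 against 2027 in acute cells of day 14. Replicate numbers met the pairing rule only in acute cells of batch 1 day 18. Median correlations of all pairs across days, genotypes and stimulations were 0.0225, 0.0497 and -0.0236. The 4 acute pairs of batch 3 were all positive (0.0147 to 0.546), so shared variation stays open there. Where the numbers paired the libraries, the block ended the camera call of DNA replication and no other. The batch 3 minus batch 1 count of 9857 was 6404 with DiSBey alone. The input count of 0 was 13 without a filter and 65 with DESeq2. The cause of these changes was not tested.

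With 1 library left out, 236 of 268 counts stayed within 1.5-fold. Ranges were 1359 to 2934 for DiSBey against WT in chronic cells of batch 1 day 18, 3147 to 5008 on day 6 and 1737 to 2711 on day 10. In acute cells they were 74 to 388 in batch 1 day 18, 1117 to 1725 on day 14 and 195 to 446 in batch 3. For the interaction they were 562 to 1669 in batch 1 day 18, 1644 to 3287 on day 6, 854 to 1431 on day 10 and 1729 to 2919 on day 14. For the inputs they were 6 to 2398. Where an arm keeps 1 library, that library is assumed to vary like the others.

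Of 459 list tests, 260 were called with the preset correlation and 88 with an estimated one, all 88 among the 260. Single genes turned sign with WT alone in chronic against acute: Gzmb on day 10 (-0.053), and Havcr2 (0.22) and Tcf7 (-0.75) at day 18 of batch 3. Gzmb at day 18 of batch 1 went from -0.03 to 0.10, with no call in either.

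For fusion totals, values under 300 alone turned the chronic minus acute difference on day 14 from -9.65 to 3.72, and moved it from 6.89 to 18.5 in batch 1 and from 2.75 to 12.2 in batch 3 (exact p = 0.6 to 0.0571). This filter drops values by their own size, so these moves decide nothing about insertion. Features absent from all WT libraries gave 19.5 in batch 1, which has no WT record, 5.89 in batch 3 (exact p = 0.0286), and -3.99, -2.53 and -2 on days 6, 10 and 14. Leaving out 1 library gave -0.48 to 4.78 for the day 18 difference of batch 3. Called fusion features in batch 1 were 5 without a filter and 0 to 7 with a library left out, and in batch 3 1 to 2 with a library left out.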

Other observations

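The search for genes called in every genotype comparison and the list of recurrent fusion genes were chosen after results were seen, and the test of same-strand fusion genes and the splits of genes were planned.

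Cd247 set DiSBey apart from WT cells in all comparisons of cultured cells. Of 16307 genes tested in the 10 genotype comparisons without the inputs, 7 were higher in all. They included Cd247 (1.74 to 2.48), Mid1 (1.252 to 2.235), Wdfy1 (1.13 to 2.01), Erdr1y (0.43 to 2.38) and Galk2 (0.35 to 1.02). The insulin-degrading enzyme gene Ide was the 1 gene lower in all (-0.86 to -0.44). Xist was 401 to 842 CPM in WT and 641 to 1140 in DiSBey libraries of batch 2. In batch 3 it was 2.29 to 5.55 and 2.06 to 4.74, which argues against a sex mix as sole source of these calls.

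Fusions may raise other genes as they may raise Bach2. Genes with splice donor fusions on their own strand in at least 2 DiSBey chronic day 18 libraries, Bach2 left out, were compared with random lists of like expression. In batch 1 the median of 9 genes was 0.334, at percentile 99.99 of 10000 random lists and above the planned limit, with 6 called higher: Phldb2 (11.01 ± 0.15), Gm16103 (8.35), Uxs1 (0.665), the survival gene Bcl2 (0.33), Cmip (0.23) and Elovl5 (0.18). In batch 3 the median of 13 genes was 0.146, at percentile 96.58 and below that limit, with 3 called higher: Gm13688 (4.97), Lck (0.86) and Tg (0.83). These genes were picked by fusion reads in the same libraries, where higher genes can show more such reads. Whether fusion raised them stays open. Myh9 held 246 fusion reads in batch 1 and was not called (0.18, adjusted p = 0.104), nor was Bcl2 in batch 3 (-0.058, adjusted p = 0.383). With each breakpoint counted once, recurrent same-strand fusions outside Bach2 lay in Bcl2 (5 of the 6 DiSBey chronic day 18 libraries), and in Lck, Dusp19 and Gm13688 (4 each, the last 2 also in 4 acute libraries).

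Splits of the same libraries argue against chance for the chronic against acute counts. Of 100 splits drawn at day 18 and 30 on other days, the real one alone called as many genes: 13559 against 11218 at most in batch 1 day 18, 12050 against 7624 in batch 3, and 13337 against 10038, 12938 against 9531 and 13236 against 12106 on days 6, 10 and 14. The same holds for day 14 minus day 6 in chronic (11423 against 7175) and acute cells (13469 against 690), their difference (10245 against 8749) and fusion features of batch 3 (2 against 0). It also holds for the batch 3 interaction (2688 against 1643), DiSBey against WT in batch 3 (4257 against 3 in chronic and 469 against 1 in acute cells) and the batch 3 minus batch 1 effect (9857 against 6364 in 100 drawn). With 1 cell pool per genotype and batch, these latter splits cannot tell genotype or batch from a pool difference. Splits were too few for a share under 0.05 for DiSBey against WT in acute cells of batch 1 day 18 (198 against 0) and of days 6, 10 and 14 (3740 against 4, 1892 against 0 and 2027 against 12), and for the inputs, where 4 of 4 splits gave 0.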
